A study of Homo sapiens with 29 samples. Its data were reported in "Transcriptional profiling of rare acantholytic disorders suggests common mechanisms of pathogenesis" (2023).

How the data were processed

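Gene expression was measured by 3′ end RNA sequencing (Lexogen QuantSeq, which reads 1 fragment near the 3′ end of each transcript) of formalin-fixed, paraffin-embedded sections of human skin. The 29 libraries fell into 4 groups by their labels: 11 from lesions of Darier disease (DD), 7 from Hailey-Hailey disease (HHD), 10 from Grover disease (GD) and 1 control. Libraries are named by group and by the number their label carries, and no number is shared between groups, so no library was treated as paired with another. The control was taken as a control from its stated condition, although another field of its label reads as for the lesions, so any value set against it depends on that reading. 3 further samples that the submitters withdrew for quality were not analysed here.

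According to the methods, the authors aligned reads to the human genome build GRCh37 with STAR and counted them with HTSeq, and the deposited table holds raw counts per gene symbol. It lists 28287 symbols for 29 libraries, all values are whole numbers, and no column was left without a sample. Of these symbols, 25527 matched the GENCODE annotation lifted to GRCh37, from which all coordinates were taken. The number of transcripts listed per gene was read from a RefSeq table of a later build, GRCh38.p14, which matched 27596 symbols and from which no coordinate was used.

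Libraries held from 917243 to 2811225 counts, so the floor of 3 counts, the level that a count of 0 allows, corresponded to between 1.07 and 3.27 CPM (counts scaled by library size) by library. These floors cover counting error only, since the counts carry no molecular identifiers. Genes on chromosome Y, XIST and TSIX, 118 symbols in all, were left out to keep sex-linked differences out of the comparisons. Library sizes were scaled by TMM in edgeR 4.0.16 under R 4.3.3, and log2 CPM used a prior count of 2.

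Comparisons between diseases used the 28 disease libraries and never the control. Genes that passed filterByExpr (13286) were fitted with the edgeR quasi-likelihood model with the robust option, with 1 term per disease, and tested by contrasts between pairs of diseases and by a test on 2 degrees of freedom over the 3 diseases. A call was a Benjamini-Hochberg adjusted p under 0.05. Separation of the diseases was measured as the share of squared distance that lies between groups over the 500 genes of highest variance, and tested with 100000 permutations of the labels. Depth, the number of genes with at least 10 counts and the mitochondrial share were compared by permutation tests with 100000 resamples, for HHD as well. All tests were two-sided. Other tests of single values between groups under 10 libraries were exact permutation tests or Fisher's exact test.

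Comparisons against the control were described without p-values, because 1 library gives no spread. The fold change of a gene was the mean log2 CPM of a disease minus the log2 CPM of the control, over the 12695 genes with a mean of at least 5 CPM over all 29 libraries. As a yardstick, each disease library in turn was put in the place of the control and compared with the other disease libraries. A second yardstick was 100 draws of counts from a negative binomial model in which every library, the control included, shared 1 mean per gene, with the spread of the disease libraries. Spearman correlations of fold changes were taken across genes, which are not independent replicates.

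Lists of 24 gene families and cell types (from 6 to 45 genes as written) stood in for pathway databases, which were not used. Against the control, the median log2 fold change of a list was ranked among 10000 random lists matched on mean expression and among the 28 disease libraries put in the place of the control. Between diseases, lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, over 72 pairs of list and contrast adjusted together. A list score was the mean log2 CPM of its members in a library. Relations between list scores were 8 pairs, with Pearson's r and Spearman's rho after each disease mean was taken out and permutations within disease.

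A set of 13 genes named in the study was tested apart. The other genes named in the text followed a rule: for each contrast between diseases, the 3 higher and the 3 lower genes of smallest p among those called with a mean of at least 5 CPM; against the control, the 5 higher and the 5 lower genes with the largest fold change among those for which the control lay outside the range of all 28 disease libraries; and within a list, the 3 members of highest mean CPM. The groups, tests, gene lists, naming rule and first set of alternatives were chosen before the data were examined.

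The alternatives were DESeq2 1.42.0 in place of edgeR, its size factors in edgeR, other filters on low counts, a log2 fold change over 1 added to the threshold, log10 total count as a covariate, the dispersion without the robust option, sex-linked genes kept, fits on 2 diseases only, other prior counts and minimum CPM, fry and an estimated correlation for the lists, and each of the 28 disease libraries left out in turn. Chosen after seeing the data were a division of each gene by its whole-number step, thinning of every library to the smallest total for the contrasts between diseases, scores of keratinized and of IL-17/IL-36 response genes as covariates, a floor of 3 counts in the control, and an exact permutation test of the list scores. Calls were also counted in 100 random splits of the libraries into groups of the same sizes (60 for the lists), the real one included.

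The procedure was tested on simulated data with the depth and spread of these libraries. Of 100 genes changed 2-fold, 53 were called, and of 100 changed 4-fold, 96 were called, with 8 unchanged genes among 157 calls. DD and GD were left unchanged in that draw, and 0 genes were called between them. With no change, 0 genes were called in the 3 contrasts. A planted list was recovered, and 0 of 72 other pairs were called. Each gene was drawn independently of the others, so this does not test false calls of lists whose genes are correlated. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for the remaining steps.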

Results

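Raw counts per gene were compared across 29 libraries of human skin: 11 of DD and 7 of HHD, which are inherited blistering diseases caused by variants in the calcium pump genes ATP2A2 and ATP2C1, 10 of GD, an acquired disease with similar loss of contact between keratinocytes, and 1 control. The design addressed how far the diseases differ from each other in expression, and how each differs from control skin. Because there was a single control library, no value against it carries an error, a p-value or a call.

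The total count per library was 1568504 ± 503729 (SD, n = 11) in DD, 2086283 ± 581296 (SD, n = 7) in HHD, 2083862 ± 328188 (SD, n = 10) in GD and 2082620 in the control. The smallest library was DD 19 with 917243 counts and the largest was DD 20 with 2811225. Totals differed among the diseases (permutation test, p = 0.0199). DD libraries were smaller than GD libraries (permutation test, p = 0.00691), while the differences between DD and HHD (p = 0.0676) and between HHD and GD (p = 0.827) did not pass 0.05 in permutation tests. The number of genes with at least 10 counts differed among the diseases as well (permutation test, p = 0.0265). Mitochondrial transcripts took 4.20% ± 0.988 (SD, n = 11) of counts in DD, 3.34% ± 1.14 (SD, n = 7) in HHD, 4.48% ± 0.871 (SD, n = 10) in GD and 4.57% in the control, with p = 0.0744 in a permutation test over the 3 diseases. By pairs, the share was lower in HHD than in GD by 1.15 percentage points (permutation test, p = 0.0342, unadjusted), while DD differed neither from HHD (p = 0.107) nor from GD (p = 0.497) at 0.05 in permutation tests. No label gave a sequencing batch or date.

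The first comparison asked whether the 3 diseases separate at all. Disease explained 16.1% of the squared distance between the 28 disease libraries over the 500 most variable genes, against a mean of 7.40% under permuted labels (permutation test, p = 0.00067). The alternative that moved this share most was a distance of 1 minus the Spearman correlation over all filtered genes, which gave 21.8% (permutation test, p = 0.00279). With each library left out in turn the share ran from 15.3% (without HHD 16) to 18.9% (without HHD 15).

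**Figure D1:**
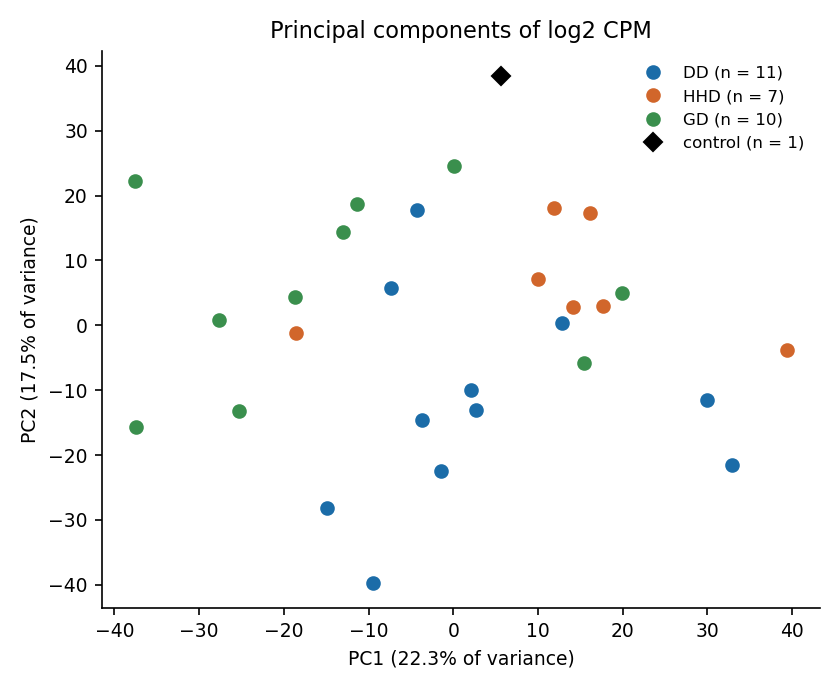
Principal components of log2 CPM over the 500 most variable genes of all 29 libraries; each point is a library, coloured by group, and the axes give component scores with 22.3% and 17.5% of the variance. DD, HHD and GD libraries overlap, and the control lies at the upper edge of the second component.

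Differential expression was then tested gene by gene. Among the 3 diseases, 91 of 13286 genes passed an adjusted p of 0.05 in edgeR, with 2853 genes under an unadjusted p of 0.05, where chance alone gives 664. Between DD and HHD, 6 genes passed, 5 higher and 1 lower in DD, with 1295 at an unadjusted p under 0.05. No gene, 0 of 13286, passed between DD and GD, where the smallest adjusted p was 0.0592 and 2304 genes had an unadjusted p under 0.05. Between HHD and GD, 116 genes passed, 81 higher and 35 lower in HHD, with 3021 at an unadjusted p under 0.05. The alternatives with all 28 libraries moved these counts both up and down. Among the 3 diseases, DESeq2 gave 722 genes, log10 total count as a covariate 2 and the IL-17/IL-36 score as a covariate 7. DESeq2 gave 54 genes between DD and HHD and 268 between DD and GD. Between HHD and GD it gave 755 genes, while the keratinized score as a covariate gave 777 and the IL-17/IL-36 score as a covariate 0. DESeq2 called all 6 of the DD and HHD genes and 113 of the 116 HHD and GD genes.

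Single libraries weighed heavily on the counts. Across the 28 fits that each left out 1 library, the number of genes among the 3 diseases ran from 4 (without HHD 16) to 1127 (without HHD 15), that between DD and HHD from 2 (without HHD 12, HHD 13 or HHD 16) to 71 (without HHD 18), that between DD and GD from 0 to 418 (without DD 20), and that between HHD and GD from 0 to 1660 (without HHD 15). The 6 fits with 0 genes between HHD and GD left out HHD 13, HHD 14, HHD 16, GD 4, GD 7 or GD 8.

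**Figure D2:**
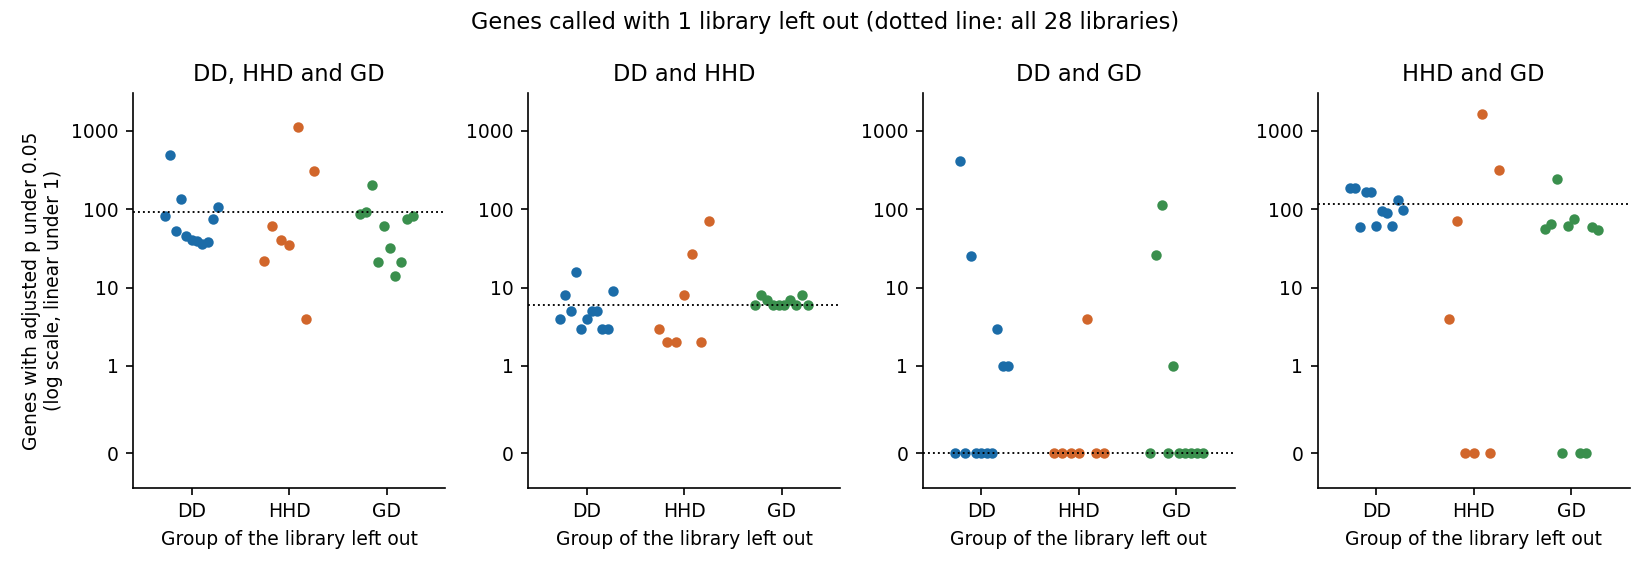
Number of genes with an adjusted p under 0.05 in edgeR when 1 disease library was left out, by comparison (panels) and by the group of the library left out; each point is a fit, the axis is logarithmic above 1, and the dotted line marks the count with all 28 libraries. Fits without a single HHD library span from 0 to 1660 genes between HHD and GD.

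SLC39A2, a zinc transporter gene on chromosome 14 (21467414 to 21470030, GRCh37), had the smallest p between DD and HHD, at 140 ± 46.3 CPM (SD, n = 11) in DD and 42.9 ± 7.80 CPM (SD, n = 7) in HHD. Its log2 fold change was 1.70 with a standard error of 0.19 (adjusted p = 1.20e-05 in edgeR, from 8.58e-15 to 0.00149 over the alternatives), and it was above the HHD median in 11 of 11 DD libraries. RCAN1, which encodes a regulator of calcineurin on chromosome 21 (35885440 to 35987412), stood at 229 ± 104 CPM (SD, n = 11) in DD and 54.9 ± 18.9 CPM (SD, n = 7) in HHD. The log2 fold change of RCAN1 was 2.06 with a standard error of 0.29 (adjusted p = 0.000603 in edgeR, from 7.18e-10 to 0.0213 over the alternatives), again above the HHD median in 11 of 11 DD libraries. SLC39A2 and RCAN1 passed the threshold in each of the 28 fits that left out 1 library. DAPL1 on chromosome 2 (159651829 to 159719293) was higher in DD by a log2 fold change of 1.74 (adjusted p = 0.0209 in edgeR, from 1.60e-05 to 0.163 over the alternatives; 11 of 11 libraries), and did not pass without HHD 11, HHD 12, HHD 13 or HHD 16. PLAT on chromosome 8 (42032236 to 42065227) was lower in DD, with a log2 fold change of -2.37 (adjusted p = 0.0270 in edgeR, from 0.000291 to 0.301 over the alternatives; 11 of 11 libraries), and did not pass in 12 of the 28 fits, those without DD 19, 21, 23, 24, 25, 26, 27 or 28 and those without HHD 11, 12, 13 or 16. The remaining genes, CAPNS2 (log2 fold change 1.05) and GBP6 (log2 fold change 3.22), lay outside the naming rule and were named after their values were seen.

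Between HHD and GD the higher genes named were IL19, ERO1A and TMPRSS11D. IL19 on chromosome 1 (206944109 to 207016326) had at most 3 counts in every GD library and 123 ± 244 CPM (SD, n = 7) in HHD, so its mean was at least 83.4-fold higher, or 27.8-fold if 1 read counts 3 times, since most of its counts are multiples of 3. It was above the GD median in 5 of 7 HHD libraries (adjusted p = 0.0263 in edgeR, from 0.000793 to 0.509 over the alternatives). Library HHD 16 alone held 674 CPM of IL19, against 73.3 CPM in the next, so the HHD mean and its bound rest largely on that library. ERO1A on chromosome 14 (53106633 to 53162618) stood at 208 ± 139 CPM (SD, n = 7) in HHD and 82.7 ± 12.6 CPM (SD, n = 10) in GD, a log2 fold change of 1.33 (adjusted p = 0.0263 in edgeR, from 0.000580 to 0.268 over the alternatives; 6 of 7 libraries). TMPRSS11D on chromosome 4 (68686594 to 68749720) was at 32.8 ± 39.9 CPM (SD, n = 7) in HHD and 2.45 ± 1.26 CPM (SD, n = 10) in GD (log2 fold change 3.72, adjusted p = 0.0263 in edgeR, from 0.000200 to 0.885 over the alternatives; 5 of 7 libraries). The lower genes were RCAN1 (log2 fold change -1.59, adjusted p = 0.0263 in edgeR), SLC39A2 (log2 fold change -1.01, adjusted p = 0.0263 in edgeR) and CNPPD1 on chromosome 2 (220036619 to 220042828; log2 fold change -0.77, adjusted p = 0.0287 in edgeR), each below the GD median in 7 of 7 HHD libraries. Over the alternatives the adjusted p ran from 0.000200 to 0.245 for RCAN1, from 0.000580 to 0.245 for SLC39A2 and from 0.00109 to 0.268 for CNPPD1. None of these genes passed without HHD 13, HHD 14, HHD 16, GD 4, GD 7 or GD 8; without HHD 11, RCAN1, SLC39A2 and CNPPD1 did not pass, and without GD 10, IL19 did not.

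The 13 genes named in the study included the genes altered in DD and HHD, SRF and its cofactors, and cytokines. Over all genes tested, 1 of their contrasts passed, IL36G between HHD and GD (log2 fold change 3.06 with a standard error of 0.66, adjusted p = 0.0339 in edgeR). Adjusted over the list alone, 2 passed: IL36G between HHD and GD (adjusted p = 0.00188, from 0.000120 to 0.00177 over the alternatives) and ATP2C1 between DD and HHD (log2 fold change 0.68 with a standard error of 0.17, adjusted p = 0.00457, from 0.000995 to 0.0296 over the alternatives). The study takes ATP2A2 and ATP2C1 from earlier genetics, so their choice did not rest on these samples. Because it picked the other genes with the same samples in hand, the count adjusted over the list alone is not independent evidence for those genes. DESeq2 and the depth covariate each gave 3 contrasts over the list alone, adding IL36G between DD and GD (adjusted p = 0.0205 and 0.0296, against 0.0540 in edgeR). ATP2C1 (chromosome 3, 130569439 to 130735556) was at 53.4 ± 15.1 CPM (SD, n = 7) in HHD, 84.8 ± 25.9 CPM (SD, n = 11) in DD, 69.5 ± 7.39 CPM (SD, n = 10) in GD and 85.6 CPM in the control. ATP2A2 (chromosome 12, 110718561 to 110788898) was at 121 ± 44.2 CPM (SD, n = 11) in DD, 180 ± 67.3 CPM (SD, n = 7) in HHD, 136 ± 35.9 CPM (SD, n = 10) in GD and 148 CPM in the control, and no contrast of it passed. IL36G (chromosome 2, 113730780 to 113743235) was at 104 ± 99.3 CPM (SD, n = 7) in HHD, 42.8 ± 37.9 CPM (SD, n = 11) in DD, 12.3 ± 9.15 CPM (SD, n = 10) in GD and 6.97 CPM in the control. SRF, MRTFA, MRTFB, YAP1, WWTR1 and ATF4 had adjusted p values over the list alone of at least 0.0929 in the contrasts between diseases.

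**Figure D3:**
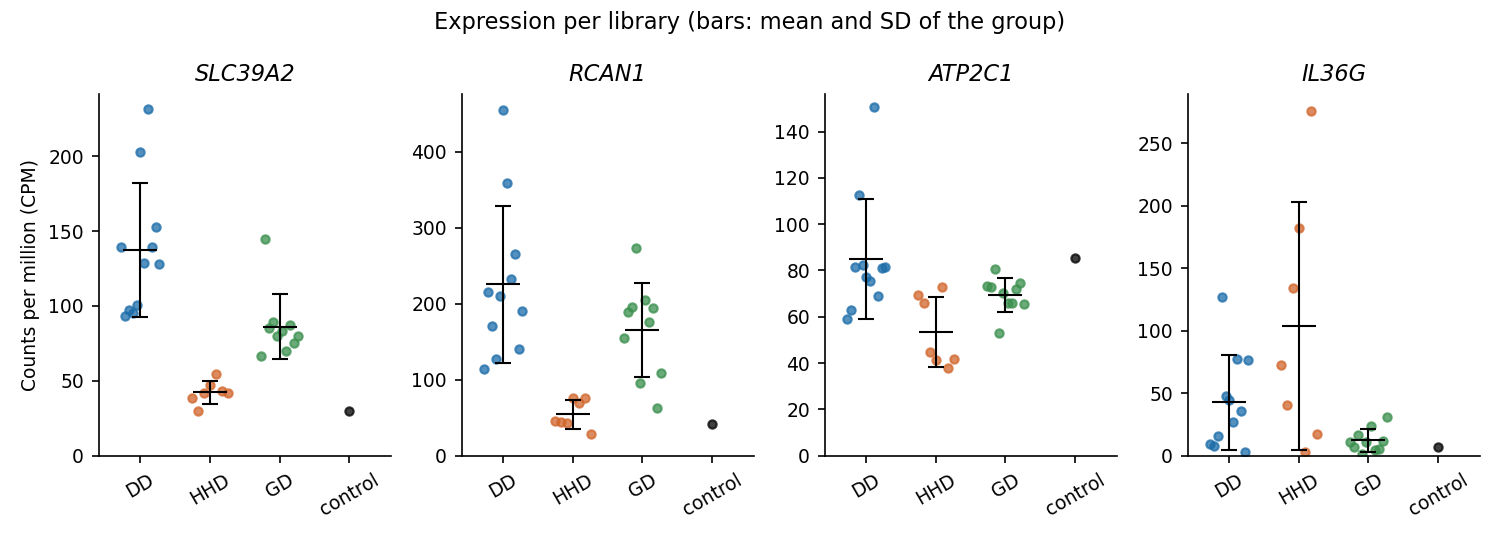
Expression in CPM, scaled over all 29 libraries, of SLC39A2, RCAN1, ATP2C1 and IL36G; each point is a library, by group on the horizontal axis, and black bars give the mean and SD of a group. SLC39A2 and RCAN1 in the control, at 29.9 and 41.8 CPM, lie at the level of the HHD libraries.

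Counts of IL17A were above 0 in 5 of 11 DD, 4 of 7 HHD and 0 of 10 GD libraries (Fisher's exact test, p = 0.0164, adjusted p = 0.0656 over 4 cytokines). A count of 0 in GD allows 1.09 to 1.88 CPM by library. IFNG was above 0 in 1 DD, 2 HHD and 1 GD libraries (exact p = 0.522), IL13 in 1, 4 and 4 (exact p = 0.0798), and IL36A in 1, 3 and 0 (exact p = 0.0640). All 4 cytokines had 0 counts in the control, which allows up to 1.49 normalized CPM, or 5.97 CPM for IL13, whose counts are all multiples of 4. Only the mean of IL17A in HHD (1.56 ± 1.79 CPM, SD, n = 7) lay above its bound, and a single control allows no test.

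Gene lists were compared between diseases with camera, which called 16 of 72 pairs of list and contrast. Keratinized keratinocyte genes were higher in DD than in HHD (adjusted p = 1.97e-15) and than in GD (adjusted p = 1.39e-08), with a mean score difference of 0.86 (10 of 11 libraries above the HHD median) and 0.61 (9 of 11 above the GD median). IL-17/IL-36 response genes were lower in GD than in DD (adjusted p = 1.21e-08) and than in HHD (adjusted p = 1.52e-08), with mean score differences of 1.25 (10 of 11 DD libraries above the GD median) and 1.66 (5 of 7 HHD libraries above it). Differentiated keratinocyte genes were higher and macrophage genes lower in DD than in HHD. Smooth muscle, macrophage, mast cell, T cell, IL-13 response and IFN-gamma response genes were lower in DD than in GD, while proliferation and cell-cell adhesion genes were higher. ER chaperone and cell-cell adhesion genes were higher in HHD than in GD. None of the 16 calls held under fry, where 0 pairs passed and the smallest adjusted p was 0.306, under an estimated correlation, where 0 passed and the smallest adjusted p was 0.965, or in exact permutation tests of the list scores, where 0 passed and the smallest adjusted p was 0.300.

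Against the control, 3157 of 12695 genes differed over 2-fold in DD (1423 higher, 1734 lower), 2825 in HHD (1420 higher, 1405 lower) and 2823 in GD (1397 higher, 1426 lower). Of these, 1686 differed the same way in all 3 diseases, 876 higher and 810 lower. The higher minimum of 20 CPM moved the shared count most, to 876. The balance of directions depends on how the libraries of a disease are averaged, under the same TMM scaling. With CPM of summed counts, 1694 genes were higher and 1058 lower in DD, 1773 and 1117 in HHD, and 1593 and 1113 in GD. Among the shared genes the numbers were 1135 and 621. DESeq2 size factors, with libraries averaged as before, gave 1364 and 1798 in DD, 1363 and 1475 in HHD, and 1301 and 1547 in GD. Among the shared genes they gave 825 and 857. With a disease library in the place of the control, counts as large were given by 1 of the 28 libraries for DD, 2 for HHD, 4 for GD and 3 for the shared genes. The shared lower genes then numbered at most 604, fewer than with the control, while the shared higher genes outnumbered those of the control for 6 libraries (up to 2072). Draws in which no gene differed gave a median of 1364 genes for DD, 1418 for HHD, 1362 for GD and 795 shared, against 3145, 2804, 2791 and 1680 observed over the same 12650 genes, and 0 of 100 draws gave as many. The control lay above all 28 disease libraries in 1350 genes (10.6%) and below them in 1075 (8.47%), where chance gives 3.45% on each side. Among the disease libraries, 1 lay above all others in more genes (1437) and 1 below all others in more (1957), and 2 lay outside the range of the others in more genes than the 2425 of the control (up to 3045).

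Spearman correlations of fold changes across genes were 0.901 between DD and HHD, 0.898 between DD and GD and 0.834 between HHD and GD. Disease libraries in the place of the control gave correlations up to 0.947, 0.911 and 0.893, higher than with the control for 2, 4 and 4 of the 28 libraries. Draws in which no gene differed gave medians of 0.872, 0.892 and 0.871, against 0.902, 0.898 and 0.835 observed over the same 12650 genes. A value as large came in 0 of 100 draws between DD and HHD, where the highest was 0.879, in 1 of 100 between DD and GD and in 100 of 100 between HHD and GD.

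**Figure D4:**
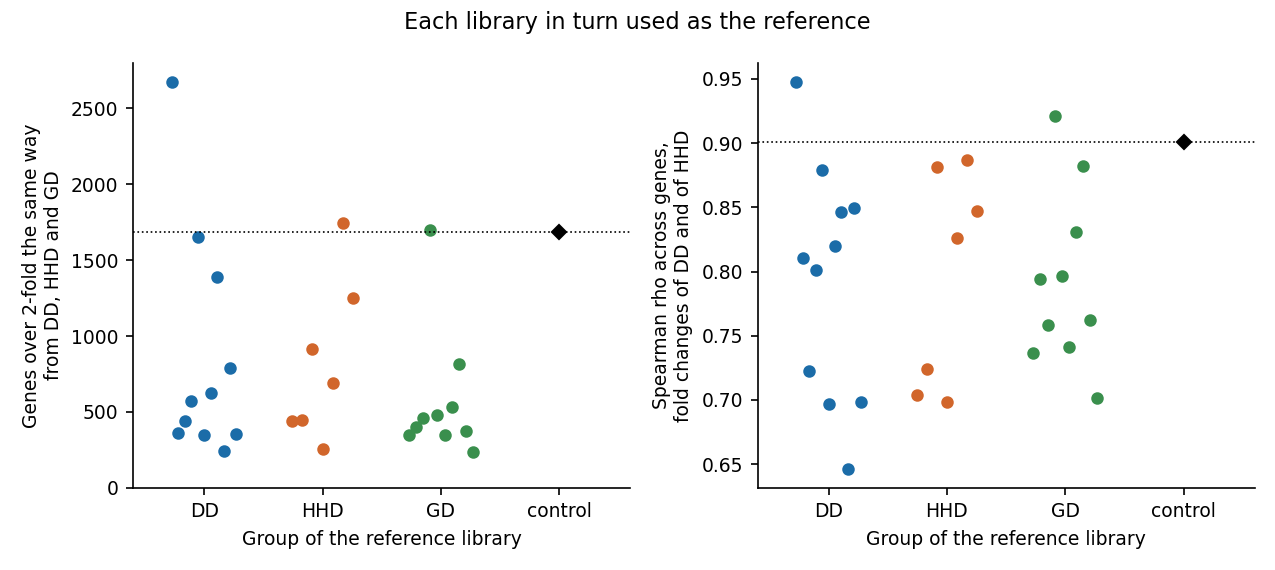
Number of genes over 2-fold the same way from DD, HHD and GD (left) and Spearman rho across genes between the fold changes of DD and of HHD (right), with each of the 29 libraries used in turn as the reference; points are libraries by group, and the dotted line marks the control. The control gave 1686 genes and a rho of 0.901, and 3 and 2 disease libraries gave higher values.

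Among genes for which the control lay outside the range of all 28 disease libraries, the largest rises were in keratinocyte genes. KRT6C (chromosome 12, 52862300 to 52867589) had 1 count in the control and 975 ± 1305 CPM (SD, n = 28) in the diseases. That is 653-fold above the floor of 3 counts, a level set for a count of 0. A count of 1 allows a higher level, so the rise may be smaller than 653-fold. SERPINB3 (chromosome 18, 61322431 to 61329127) had 0 counts in the control and 290 ± 295 CPM (SD, n = 28) in the diseases, at least 194-fold higher. S100A7 (chromosome 1, 153430220 to 153433127) rose from 1.99 to 1186 ± 902 CPM, SPRR2A (chromosome 1, 153028596 to 153029988) from 2.49 to 1389 ± 1048 CPM and SPRR2B (chromosome 1, 153042702 to 153044087) from 1.99 to 825 ± 649 CPM. These genes have close paralogs, and how reads were split between them is uncertain. The largest falls were in hemoglobin genes: HBB (chromosome 11, 5246694 to 5250625) was at 8930 CPM in the control and 290 ± 244 CPM in the diseases, HBA2 (chromosome 16, 222875 to 223709) at 2584 and 78.5 ± 76.7 CPM, and HBA1 (chromosome 16, 226679 to 227521) at 792 and 12.4 ± 14.1 CPM, the split of reads between HBA1 and HBA2 being uncertain. AGTR1 (chromosome 3, 148415571 to 148460795) was at 67.2 CPM in the control and 3.30 ± 5.94 CPM in the diseases, and CHRDL1 (chromosome X, 109917084 to 110039047) at 144 and 13.7 ± 12.8 CPM.

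The study examined keratinocyte differentiation, adhesion, actin and YAP/TAZ genes, and the medians of the lists were set against the control in the same way. For 6 of 24 lists (5 to 7 over the alternatives) the control lay beyond all 28 disease libraries in its place. IL-17/IL-36 response genes had a median log2 fold change of 3.91 over 19 genes (2.64 with genes at the floor set to their bound, 11 of them, and 2.14 if that bound allows for whole-number steps, against up to 3.16 with a disease library in the place of the control and no floor), and keratinized keratinocyte genes one of 1.15, with 34 of 43 genes higher. Within that list FLG (log2 fold change -0.42 over the 28 disease libraries, 0.21 in DD) and LOR (-0.59) were lower while SPRR2E was higher (2.84). Smooth muscle genes had a median of -2.40, fibroblast genes -1.31, YAP/TAZ target genes -0.93 and endothelial genes -0.66, which was -0.24 at a minimum of 20 CPM. T cell (1.55, 1.46 with the floor and 1.20 with steps), proliferation (1.46), adipocyte (-2.27) and broad actin genes (-0.24) were each exceeded with 1 disease library in the place of the control. The remaining lists lay further inside the range: neutrophil (0.54), IL-13 response (0.46), IFN-gamma response (0.43), immediate early (0.36), ER chaperone (0.25), ATF4 target (0.15, with 27 of 28 disease libraries above the control by their own median), macrophage (-0.17), basal keratinocyte (-0.20), cell-cell adhesion (-0.27), differentiated keratinocyte (-0.38), eccrine gland (-0.42), melanocyte (-0.52), mast cell (-0.67) and skeletal muscle genes (-0.93). Skeletal muscle genes changed direction with the minimum, to 0.35 at 1 CPM and 0.38 at 20 CPM. Eccrine gland and macrophage genes changed direction with CPM of summed counts, to 0.55 and 0.24, and ATF4 target genes moved to 0.65 at 20 CPM. By disease, the direction was the opposite for ER chaperone genes in GD (-0.07), macrophage genes in GD (0.12) and IL-13 response genes in DD (-0.01).

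**Figure D5:**
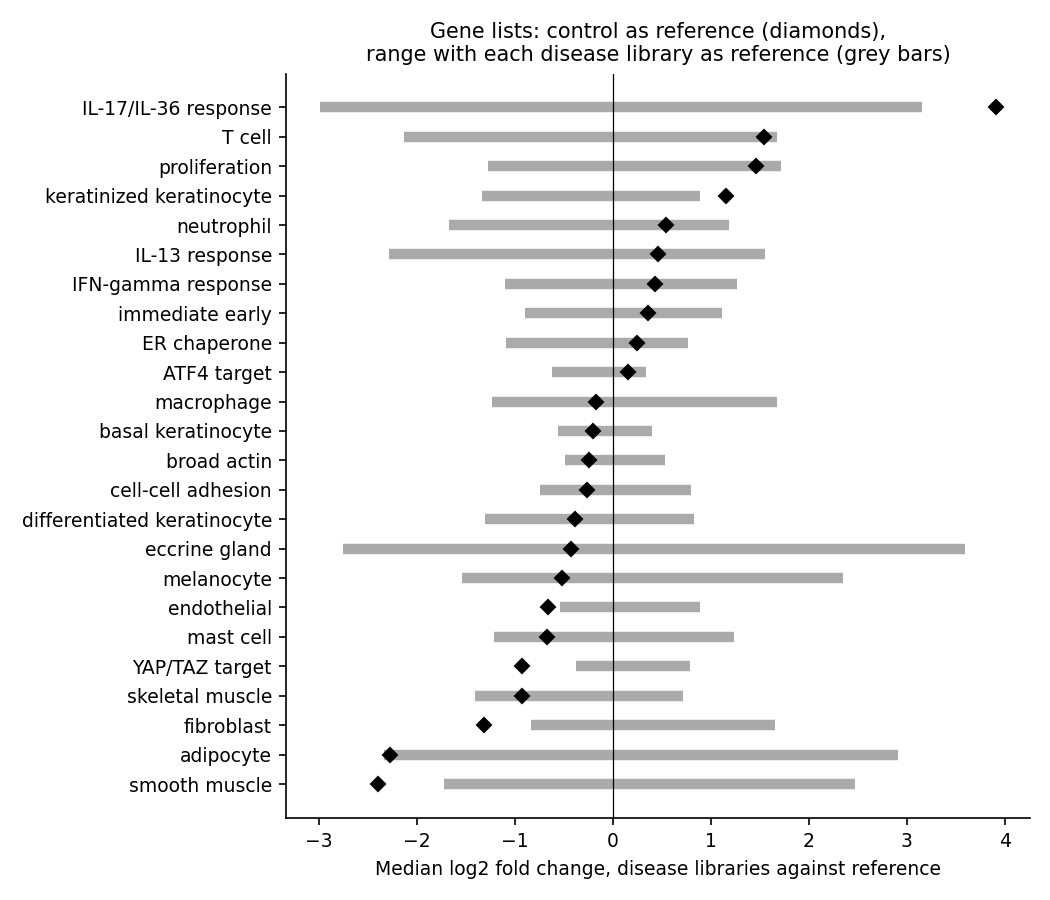
Median log2 fold change of each gene list, disease libraries against the control (black diamonds), and its range when each of the 28 disease libraries took the place of the control (grey bars); the zero line marks no difference. Diamonds lie beyond the bars for 6 lists, from -2.40 for smooth muscle to 3.91 for IL-17/IL-36 response genes.

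Relations between list scores were computed for 8 pairs over the 28 disease libraries with disease means taken out, and 0 of 8 passed after adjustment, with 1 at an unadjusted p under 0.05. That relation, between basal keratinocyte and broad actin scores, had r = 0.43 (permutation p = 0.0124, adjusted p = 0.0993) and rho = 0.40 (permutation p = 0.0390, adjusted p = 0.213). With the 2 libraries farthest from the median of the basal keratinocyte score left out, r was 0.17, so the relation rests on them; within the diseases r was 0.75 in DD, 0.68 in GD and -0.25 in HHD. T cell and IL-17/IL-36 response scores had r = 0.07 (permutation p = 0.710) and rho = 0.03 (permutation p = 0.882), and 0.20 without the 2 libraries farthest out. For the other 6 pairs r lay between -0.31 and 0.41, with adjusted permutation p values from 0.238 to 0.710.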

Values the study reported

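The study sequenced lesional skin from 11 patients with DD, 7 with HHD and 10 with GD. Against its normal skin, it counted 1992 genes lowered in DD, 1574 in HHD and 1899 in GD. Raised genes numbered 1683 in DD, 1608 in HHD and 1576 in GD. Its methods list more normal samples than the single control analysed here, so its counts and those above rest on different sets of controls.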

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

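The tests of depth for HHD against GD, of depth as a covariate for SLC39A2 and RCAN1, of the keratinized score as a covariate, and of the division by whole-number steps were chosen only after the results they address were seen.

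Of 110 groups of values examined in HHD and GD for a library far from the others, 12 had one. Chance gives 5.5, so part of them is what chance gives. DD libraries were not examined in this way, and some may stand apart. DD 29, for example, held 135.6 CPM of IL19, against 6.45 CPM in the next DD library. The gap to the nearest library, as a share of the whole range, was 0.515 for the basal keratinocyte score and 0.612 for the cell-cell adhesion score of GD, both for GD 4 as the lowest. In HHD, library HHD 16 was lowest for the mast cell score (0.627) and highest for IL19 (0.891), TMPRSS11D (0.609) and SERPINB3 (0.638), and HHD 18 was highest for the melanocyte score (0.808) and HBA1 (0.709). In GD, the highest libraries were GD 2 for SLC39A2 (0.715), GD 5 for PLAT (0.692) and MRTFB (0.491), and GD 10 for IL19 (1.0), where 3 counts were the only ones in the group. For HBA1 and SERPINB3, reads shared with a paralog were not tested. No biological explanation of single libraries was tested, since the labels give none.

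SLC39A2 and RCAN1 differed between DD and HHD (adjusted p = 1.195e-05 and 0.000603 in edgeR), higher in 11 of 11 DD libraries than the HHD median. A difference in depth between the groups predicts that the calls go when depth is a covariate, but the larger adjusted p of both genes was then 0.0016. A larger share of keratinized epidermis in DD sections predicts that they go with the keratinized score as a covariate, and the larger adjusted p was then 0.0213. Over the alternatives the adjusted p ran from 8.58e-15 to 0.00149 for SLC39A2 and from 7.18e-10 to 0.0213 for RCAN1. In 4 of 100 splits of the libraries, the real one included, as many genes were called between groups of these sizes. A disease difference stays open as a hypothesis found and tested on the same libraries. The control stood at 29.9 CPM for SLC39A2 and 41.8 CPM for RCAN1, near the HHD libraries, so these data may place the change in DD and GD rather than in HHD, which a single control cannot decide.

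DAPL1 (adjusted p = 0.0209) and PLAT (adjusted p = 0.0270) also differed between DD and HHD in edgeR. With depth as a covariate the log2 fold changes were 1.51 and -2.13, and with the keratinized score 1.58 and -2.42, and neither gene passed in these fits or in the fit on the 2 diseases only. The direction held while the call did not, so a difference in section content or depth could contribute and was not separated from disease for these genes.

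Between HHD and GD, IL19, ERO1A, TMPRSS11D, RCAN1 and SLC39A2 shared an adjusted p of 0.0263 and CNPPD1 had 0.0287 in edgeR. Only 2 of 100 splits of the libraries gave as many genes as the 116 observed, the real one included, although another split gave 239. A difference in depth between the groups is hardly there, at -0.011 in mean log10 total count (permutation test, p = 0.827), less than the -0.137 between DD and GD, where 0 genes passed in edgeR and 2304 had an unadjusted p under 0.05. After every library was thinned to the same total, 66 genes passed, 53 of them among the 116. Reads counted once for each listed transcript would inflate counts of some genes, and dividing each gene by its step gave 170 genes.

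A second explanation for the genes higher in HHD was the IL-17/IL-36 activity of single libraries. With that score as a covariate, the 76 higher genes outside the list kept 56.0% of their median log2 fold change (1.37 before, 0.77 after), and 62 of them stayed at an unadjusted p under 0.05. The 35 lower genes kept 85.1% (-1.03 before, -0.88 after), with 35 of 35 under an unadjusted p of 0.05. With the score, 76 of 76 higher genes and 28 of 35 lower ones had smaller fold changes, and 0 genes passed after adjustment. A mean over list genes is an inexact measure of that activity, and the genes were called on these same libraries. How much of the difference the activity accounts for was therefore not settled. For IL19, TMPRSS11D and ERO1A the log2 fold changes fell to 1.49, 0.23 and 0.58, while RCAN1 (-1.69), SLC39A2 (-1.01) and CNPPD1 (-0.74) changed little. Fitted values of IL19 are not measured ratios, since no GD library held more than 3 counts of it. Without HHD 16, the highest library for IL19 and TMPRSS11D, the fitted log2 fold changes were 7.26 and 2.97 and 0 genes passed. An inflamed state of some HHD lesions may therefore lie behind the named higher genes, and the call depends on that library.

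Among the 3 diseases, 1 of 100 splits, the real one, gave as many as 91 genes. Unequal depth predicts fewer genes once every library is thinned to the same total, and 102 passed, 63 of them among the 91. With log10 total count as a covariate 2 genes passed, SLC39A2 and RCAN1. By this count, a trait of the sections that goes with depth, such as RNA quality, could not be separated from disease for the other genes. Genes called between HHD and GD, however, kept their fold changes with that covariate. The share of the median kept was 99.0% for 76 higher genes outside the IL-17/IL-36 list and 100.1% for 35 lower genes. HHD and GD hardly differed in depth, by -0.011 in mean log10 total count, so this covariate could hardly move those fold changes. The shares kept therefore decide nothing about RNA quality as a source for those genes. Between DD and GD 0 genes were observed, so that any of the 100 splits gives as many (100 of 100) and the splits decide nothing there. Disease explained as large a share of the variance in 67 of 100000 permutations, the real labels included. For the gene lists, 47 of 60 splits gave at least the 16 pairs called by camera (median of the others 20), so the camera calls are no more than random groups of these libraries give.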

How the results depend on the processing

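The alternatives with counts divided by each gene step, thinning for the contrasts between diseases, score covariates, a floor in the control and exact tests of list scores were chosen only after the results were seen. The log2 fold threshold does not apply to the test over 3 diseases and was not run there.

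For genes among the 3 diseases (91), DESeq2 gave 722, at least 1 count in the 28 libraries 152, the keratinized score as a covariate 221, log10 total count as a covariate 2 and the IL-17/IL-36 score as a covariate 7. Leaving out 1 library gave from 4 to 1127. For DD and HHD (6), DESeq2 gave 54, the depth covariate 2, the IL-17/IL-36 score 13 and the fit on the 2 diseases only 3, and leaving out 1 library from 2 to 71. For DD and GD (0), DESeq2 gave 268, at least 10 counts in every library 6, the dispersion without the robust option 8 and the fit on the 2 diseases only 1, and leaving out 1 library from 0 to 418, with 0 in 19 of 28 fits. For HHD and GD (116), DESeq2 gave 755, at least 1 count 75, at least 10 counts in every library 196, the depth covariate 179, thinning 66, the keratinized score 777, the IL-17/IL-36 score 0 and the fit on the 2 diseases only 6, and leaving out 1 library from 0 to 1660. The filters test other numbers of genes. DESeq2 models the spread otherwise, and it gave no value for 3864 genes between DD and GD and 1031 between HHD and GD. Which of these moved its counts was not tested, nor was the cause of the remaining changes. The other alternatives (size factors of DESeq2, sex-linked genes kept, division by steps, and the log2 fold threshold for pairs) stayed within 1.5 times the count for each of these results.

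Which library was left out mattered most for HHD: without HHD 15 the counts were 1127 among the 3 diseases, 27 between DD and HHD, 4 between DD and GD and 1660 between HHD and GD, and without HHD 16 they were 4, 2, 0 and 0. Without HHD 18 they were 306, 71, 0 and 318, and without HHD 11 they were 22, 3, 0 and 4. Without DD 20 they were 486, 8, 418 and 187, and without GD 3 they were 205, 7, 114 and 240. Without GD 2 and without DD 22, 26 and 25 genes passed between DD and GD. Without GD 7 the count among the 3 diseases was 14 and without GD 4 or GD 8 it was 21. The cause was not tested.

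SLC39A2 and RCAN1 between DD and HHD kept their direction and their side of the threshold under each alternative and in each of the 28 fits. The other 2 genes named there and the 6 named between HHD and GD kept their direction throughout, and fell short of the threshold as given above. Over the genes named between diseases, 14 results under an alternative and 56 from fits that left out 1 library fell short of the threshold. IL19 did not pass the filter, and so gave no value, with at least 10 counts in every library, after thinning, in the fit on the 2 diseases only and in 2 of the 28 fits (without DD 21 and without DD 29).

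The share of variance explained by disease kept its side of the threshold under each alternative, from 15.3% to 21.8%, and so did the difference in depth, at p = 0.0265 by permutation for the number of genes with at least 10 counts. Of the genes named in the study, 5 contrasts reversed, each close to 0: MRTFB between DD and GD was 0.0062 with DESeq2, and with log10 total count as a covariate SRF between DD and HHD was 0.10, MRTFA between DD and HHD 0.00049, ATF4 between DD and HHD -0.053 and ATP2A2 between DD and GD 0.041. The count over the list alone was 3 under both alternatives.

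Against the control, a minimum of 20 CPM gave 1681 genes over 2-fold in DD, 1497 in HHD, 1485 in GD and 876 shared, because fewer genes were tested. The other alternatives stayed within 1.5 times the main counts, from 2752 to 4259 in DD, from 2608 to 3869 in HHD, from 2602 to 3839 in GD and from 1549 to 2296 shared. With CPM of summed counts the higher genes outnumbered the lower in DD, 1694 to 1058, where the mean of log2 CPM gave 1423 and 1734. Correlations of fold changes ran from 0.893 to 0.911 for DD and HHD, 0.887 to 0.917 for DD and GD and 0.820 to 0.844 for HHD and GD. The number of lists beyond the disease libraries was 5 to 7. At a prior count of 0.5 the log2 fold change of SERPINB3, which has 0 counts in the control, was 9.50 in place of 7.50, which shows that only its lower bound is fixed.

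The 16 calls of lists between diseases became 0 with fry, 0 with an estimated correlation, 0 with exact permutation tests of the list scores and 7 with log10 total count as a covariate, and 13 to 22 when 1 library was left out. Of these, fry, the estimated correlation and the exact tests allow for the correlation among the genes of a list as found in the data, while the depth covariate and the fits without 1 library keep the preset value. That value understates the correlation here, since random splits gave as many calls.

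No relation between list scores passed after adjustment under any alternative. Pearson's r reversed for T cell and IL-17/IL-36 response scores when pooled without taking out disease means (-0.081), within DD (-0.45) and within GD (-0.38); for T cell and keratinized scores within HHD (0.10); for T cell and broad actin scores within DD (-0.077); for smooth muscle and broad actin scores within GD (0.22); for fibroblast and broad actin scores without the 2 libraries farthest out (-0.089) and within HHD (-0.21); for basal keratinocyte and broad actin scores within HHD (-0.25); and for keratinized and basal keratinocyte scores within DD (0.011). The cause was not tested.

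Depth limits the cytokines most: IL17A, IFNG, IL13 and IL36A were too low to be fitted, and a count of 0 excludes only levels above 1.07 to 3.27 CPM by library, and higher ones for IL13, whose counts come in steps of 4. On simulated data that left DD and GD unchanged, 53 of 100 genes changed 2-fold were called. A gene that was not called in a contrast with HHD may therefore still differ by 2-fold. For DD and GD the share that would be called was not measured, and genes not called there may differ as well. Under the alternatives, DESeq2 for example, 268 genes passed between DD and GD.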

Other observations

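The tests of ATP2C1 and ATP2A2 against the other diseases, of the whole-number steps, of the T cell and IL-17/IL-36 response genes against section content, and of the keratinized and IL-17/IL-36 response genes beside the basal keratinocyte genes were chosen only after the results they address were seen.

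The counts fall into whole-number steps. Among genes with 1 listed transcript, 2 of 5751 had counts that were all multiples of a number over 1, and among genes with 2 listed transcripts 43.4% had counts that were all even. This is consistent with reads being counted once for each listed transcript of a gene, and 56 genes with over 50 counts had values identical to those of another gene. Division by the steps left a median of 89.9% of the total count. No biological explanation applies.

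Counts of ATP2C1 in HHD were 68.8% of those in the other diseases, and lower than their median in 7 of 7 libraries (exact permutation test, p = 0.000497). Against DD alone the log2 difference was -0.66 (exact permutation test, p = 0.00179) and against GD alone -0.41 (exact permutation test, p = 0.00740). In edgeR the contrast of ATP2C1 between HHD and GD did not pass (adjusted p = 0.1465 over the list alone). The study reported no altered expression of ATP2A2 or ATP2C1 in any disease against its normal skin, which is another comparison than that between diseases. A candidate explanation is fewer transcripts of the gene that is altered in HHD, for example by decay of transcripts with a premature stop, which the data do not resolve by allele. The same idea predicts less ATP2A2 in DD, where the log2 difference from the other diseases was -0.37 (permutation test, p = 0.0743), lower than their median in 7 of 11 libraries. Against HHD alone it was -0.58 (exact permutation test, p = 0.0469, lower than the HHD median in 10 of 11 libraries) and against GD alone -0.22 (exact permutation test, p = 0.324, 7 of 11 libraries). For ATP2A2 fewer transcripts cannot be told apart from no change, since DD lay below HHD by little more than the threshold, unadjusted, and within the spread of the libraries against GD and against both diseases.

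RCAN1 is a target of calcineurin and NFAT, and lower activity of that pathway in HHD might lower it. The mean log2 CPM of 9 other targets was 0.17 higher in HHD than in DD (exact permutation test, p = 0.442), with 4 of 7 libraries below the DD median. Between HHD and GD the targets were 0.19 lower in HHD (exact permutation test, p = 0.456), the direction of RCAN1 there. Between DD and GD the targets were 0.36 lower in DD (exact permutation test, p = 0.0477, unadjusted, 9 of 11 libraries below the GD median). RCAN1 was, if anything, higher in DD than in GD (229 and 165 CPM; adjusted p = 0.313 in edgeR), which argues against RCAN1 following these targets between those diseases. Less zinc in the cells might likewise go with low SLC39A2, and predicts low metallothionein genes, but the mean of 8 zinc response genes was 0.20 higher in HHD than in DD (exact permutation test, p = 0.449), with 2 of 7 libraries below the DD median. The zinc response genes were also 0.27 higher in HHD than in GD (exact permutation test, p = 0.216). For neither list did the difference of HHD from DD or from GD exceed the spread of the libraries, so both explanations remain undecided.

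The hemoglobin genes were far higher in the control than in any disease library. Red blood cells in the control section predict that their other transcripts rise as well, and ALAS2 was at 13.4 CPM in the control against at most 2.94 CPM in the diseases. The list held 12 red blood cell genes, of which 3 reach a mean of 5 CPM in the diseases and none is in another list. Of the 8 genes with over 3 counts in the control, 6 lay above all 28 disease libraries, and SLC25A37 and BPGM, which other cells express, did not. Blood in the control section is therefore the likely source of its hemoglobin counts, and HBB, HBA1 and HBA2 say little about the diseases.

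The number of genes that differ from the control over 2-fold could come from the depth of the control. Thinning every library to 916680 counts gave 3050 genes in DD, and the number of disease libraries that gave more in the place of the control was 1 before and after. The correlation of fold changes between diseases could come from the shared control, and a disease library in that place gave up to 0.947, above the 0.901 of the control. Draws in which no gene differed reached the observed value in 0 of 100 cases between DD and HHD, 1 of 100 between DD and GD and 100 of 100 between HHD and GD. Noise around a shared reference therefore falls short for DD and HHD, while a reference library unlike the others could still give a correlation as high, as 2 of the 28 disease libraries did.

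Section content was weighed for the lists that differ from the control. More epidermis in the disease sections predicts a rise of basal keratinocyte genes beside the keratinized ones. The median log2 fold change of the basal genes was -0.20, with 7 of 20 genes higher and 13 lower, within the range of the disease libraries. The median of the keratinized genes was 1.15. If the basal genes follow the share of whole epidermis, a larger share alone does not account for the rise, although the basal genes went both ways. A larger share of dermis and smooth muscle in the control was tested on the trend within the disease libraries. The smooth muscle and fibroblast scores of the control exceed those of all 28 disease libraries, so these are extrapolations. For keratinized and IL-17/IL-36 response genes the control lay -0.14 and -1.84 from the predicted values, within the range of the disease libraries. It was then assumed, without a test, that dermis in a section moves all epidermal genes together. These lists moved apart from the basal one. The keratinized score minus the basal keratinocyte score was -0.61 in the control and at least 0.21 in the disease libraries. The IL-17/IL-36 response score minus the basal one was -5.36 in the control and at least -4.78 in the diseases. With values under 3.48 CPM raised to that level the control again lay below all 28 (-0.61 and -4.46), as it did with that level multiplied by the step of a gene (-0.59 and -4.08). These differences argue against a different share of dermis or of whole epidermis as the whole source only where that assumption holds. Within the disease libraries, keratinized and basal keratinocyte scores did not move together (r = -0.10 with disease means taken out). Such a share is thus not excluded for either list. A larger share of upper, keratinized layers could also part these lists from the basal one and was not tested. The share of upper layers, the share of dermis or whole epidermis, and a change in keratinocytes all stay open.

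For YAP/TAZ target genes the regressions did not give the same side. Given both scores the control lay 0.44 above its predicted value, within the range of the disease libraries (up to 0.47), but given smooth muscle alone it lay 0.92 above (disease libraries up to 0.42) and given fibroblasts alone 0.40 above (up to 0.39), beyond all 28. Section content therefore cannot be told apart from a change in YAP/TAZ activity. For broad actin genes the control lay 0.15 above the value predicted from both scores, 0.31 from smooth muscle alone and 0.07 from fibroblasts alone, all within the range of the disease libraries; the score of the control lies in that range without any regression, so this decides nothing. For T cell genes the control lay -2.71 from its predicted value, below all 28 disease libraries. It also lay below them with fibroblasts alone (-2.64, lowest disease library -1.30), but only just with smooth muscle alone (-1.98, lowest disease library -1.95). No floor was applied here, although 4 of 12 T cell genes were at the floor in the control. The regressions argue against section content as the whole source, narrowly so for smooth muscle alone. Infiltrating T cells in the lesions remain open as a biological explanation.

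Broad actin genes were also divided by the score (basal keratinocyte, smooth muscle or fibroblast) with which each correlated highest within the diseases. The 14 genes closest to the basal keratinocyte score had a median log2 fold change of -0.32 against the control. The 19 other genes had a median of -0.23, but some of them follow neither smooth muscle nor fibroblasts. TPM3 (r = -0.13 and -0.51), CNN2 (-0.04 and -0.18) and DIAPH1 (-0.26 and -0.50) were negative with both. Whether dermis or smooth muscle in the control section accounts for the broad actin difference cannot be told apart from a change in keratinocytes by this split. The class of 19 genes is mixed, and 5 disease libraries in the place of the control gave a median as low for the 14 genes.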
